A study of Drosophila melanogaster with 8 samples. Its data were reported in "Sequence-Specific Targeting of Dosage Compensation in Drosophila Favors an Active Chromatin Context" (2012).

How the data were processed

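Total RNA of Kc cells was measured on 8 Affymetrix Drosophila expression arrays, each from cells given double-stranded RNA against GFP, Sxl, or Sxl and msl-2. The values were used as deposited: log2 probe set summaries that the authors made with RMA, a method that corrects background, normalizes across arrays and summarises the probes of a set. RMA is named in the submitters' processing notes, and its version and options are not given in the sources used here. Such normalization across arrays draws the arrays' distributions together, so a change in the total amount of RNA per cell is not visible and every change is relative to the other genes. The median per array lay between 4.40 and 4.46, and the values between 3.07 and 14.6.

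Groups came from the GEO labels. The labels also name the GFP array that is the background control of each knockdown array, and these control sets formed a block in the main model, because samples of a set belong together by design. The pairing was checked on deviations from the group means over expressed genes. Sxl RNAi and GFP arrays of a control set deviated together (r from 0.824 to 0.893), as did double knockdown arrays with the others of their set (r from 0.376 to 0.513), whereas Sxl RNAi and GFP arrays that share only the replicate number of their titles gave r = -0.626 (replicates 1) and r = -0.738 (replicates 2). The arrays of control set 2 correlated at 0.996 with each other and at 0.985 to 0.988 with the other arrays, whose lowest correlation among themselves was 0.992.

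Of 18952 probe sets, 183 were array controls and were left out. In the platform annotation 13647 of the remaining probe sets had 1 gene symbol, 402 had several and 4720 had none. Only those with 1 symbol entered the gene tests, with the probe set of the highest mean over all arrays standing for its gene, which gave 11983 genes, 1094 of them with more than 1 probe set. Of these, 11894 matched the RefSeq gene table of assembly Release 6 plus ISO1 MT and 89 did not. That table served only for names, chromosome arms and the order of neighbouring genes. It placed 1873 genes on X, 10016 on autosomes and 5 on Y or no known arm. No dim gene was removed from the gene tests. Genes with a mean over all arrays above the median of all genes, 5.24 on the log2 scale, were called expressed (5991 genes, 1047 on X and 4927 on autosomes). The roX RNAs were not analysed here, as no probe set used in the gene tests carried their symbols, and those without a symbol were not searched for them.

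The model was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 over all 8 arrays, with group and control set as terms, which left 3 residual degrees of freedom and added 6.53 prior ones. The median residual SD of expressed genes was 0.0868. p-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05, and all adjusted p-values of single genes are from limma. Values of single probe sets not chosen for their gene came from the same model fitted to all probe sets. The X minus autosome shift was the median fitted log2 fold change of expressed X genes minus that of expressed autosomal genes, tested with limma's camera at a preset correlation of 0.01 between genes and again with an estimated correlation, and by an exact two-sided permutation test of the per-array values. Calls on X and autosomes were compared with Fisher's exact test, two-sided, over all genes with a known arm. The 19 gene lists were the MSL complex and roX RNAs, sex determination, the Notch pathway, ecdysone response, antimicrobial and immune genes, RNA interference machinery, heat shock and chaperones, cytosolic ribosomal proteins, cell cycle and DNA replication, apoptosis and DNA damage, oxidative phosphorylation, glycolysis, markers of plasmatocytes, of crystal cells and lamellocytes, of neurons, of muscle, of fat body and of germ line and testis, and general reference genes. They were tested with camera, and camera p-values were adjusted over the 19 lists of a comparison. Counts of members are of those measured, and lists lacked some core members. Among those missing were the Hsp70 genes and Hsp83, Dcr-1, AGO1 and AGO2, N and Su(H), Lsp1alpha, Lsp1beta and Lsp1gamma, and Act5C and alphaTub84B. Overlap between comparisons that share the GFP arrays was set beside 100 simulations of unchanged groups.

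The groups, model, thresholds, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. For Sxl RNAi against GFP, the rule named Sxl, msl-2, the MSL complex list, and the 10 largest rises and 10 largest falls among genes past the threshold that moved the same way in all 3 pairs. For the other comparisons it named Sxl, msl-2 and the 5 largest rises and falls, or all that passed. From each other list it named up to 4 members that passed, or the 2 of highest mean expression where none did. Other genes named in the text were chosen after their values were seen.

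The model was tested on simulated data with 11983 genes, of which 200 autosomal ones were changed and every expressed X gene was raised by 0.2. False calls were counted among unchanged genes. Noise was drawn independently for each gene, so the correlation of 0.0560 estimated between X genes in the real arrays was not simulated. For Sxl RNAi against GFP it recovered 65.7%, 95.5% and 100% of genes changed by 0.5, 1 and 2 on the log2 scale, with 7 false calls. For the double knockdown against GFP these were 58.2%, 89.55% and 100%, with 4 false calls, and for Sxl RNAi against the double knockdown 58.2%, 88.1% and 100%, with 4 false calls. A simulated X shift of 0.2 was recovered as 0.20 in each comparison.

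Alternatives were models without the block or with the title's replicate number as the block, leaving out each array, other variance settings, the mean of a gene's probe sets, leaving out probe sets that can read several transcripts, centring each array on its autosomal genes, expressed genes only, arrays of the compared groups only, at least 1.5-fold, adjusted p under 0.1, other gene sets and summaries for the X shift, and an estimated correlation. Leaving out control set 2 was added after seeing the data, for gene lists also with an estimated correlation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Binding data of the same study were not used here.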

Results

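RNA was measured on 8 Affymetrix Drosophila expression arrays of Kc cells, a cell line of female *Drosophila melanogaster* whose X chromosomes are not bound by the male-specific lethal (MSL) complex. The cells had been treated with double-stranded RNA against GFP as a control (3 arrays), against Sxl (3 arrays), or against both Sxl and msl-2 (2 arrays). SXL, the protein that sets female fate, blocks production of MSL2, and MSL2 is the subunit whose presence lets the MSL complex form and raise transcription of the X. The comparisons therefore asked whether loss of SXL raised X-linked transcripts in female cells, and whether that rise needed MSL2. GEO's labels name, for each knockdown array, the GFP array that is its control. Control set 1 held GFP replicate 1, Sxl RNAi replicate 2 and Sxl and Msl2 RNAi replicate 1, set 2 held GFP replicate 2 and Sxl RNAi replicate 1, and set 3 held GFP replicate 3, Sxl RNAi replicate 3 and Sxl and Msl2 RNAi replicate 2. The median log2 value per array lay between 4.40 and 4.46, and the number of arrays limits the precision. The labels do not say that the replicates were separate cultures, so p-values measure only the spread between these samples, which may be technical.

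The msl-2 transcript was 4.32, 4.47 and 4.51 in GFP replicates 1, 2 and 3, 6.19, 5.33 and 5.61 in Sxl RNAi replicates 1, 2 and 3, and 4.16 and 4.13 in the arrays of the double knockdown (log2 RMA values). It rose 2.42-fold after Sxl RNAi (log2 1.28 ± 0.13 SE, adjusted p = 5.52e-04 by limma with Benjamini-Hochberg adjustment), and was higher than the matched control in all 3 pairs. It was 2.70-fold higher in Sxl RNAi than in the double knockdown (log2 1.43 ± 0.15 SE, limma adjusted p = 0.00399), whereas the double knockdown and GFP did not differ past the threshold (log2 -0.16 ± 0.15 SE, adjusted p = 0.684). The msl-2 values in GFP and in the double knockdown lay near or below the array medians, under the expression limit of 5.24, and were not shown to be above background. If they are background, both folds are lower bounds and a difference between those 2 groups was not detectable. Without the control set as a block the adjusted p of the rise was 0.0644, and over all alternatives it ranged from 1.32e-05 to 0.153. The Sxl transcript, read by the probe set used for the gene, was 7.20, 7.01 and 6.99 in GFP replicates 1 to 3, 6.64, 6.09 and 6.93 in Sxl RNAi replicates 1 to 3, and 6.65 and 7.37 in the double knockdown. Its difference after Sxl RNAi was -0.51 ± 0.17 SE (limma adjusted p = 0.0935), lower in every pair but short of the threshold. Without GFP replicate 3 it passed (-0.75, limma adjusted p = 0.0198, within a range of 0.0198 to 0.785 over all alternatives), and it was -0.22 without GFP replicate 1 and -0.33 without Sxl RNAi replicate 2. Another Sxl probe set of similar level, 1634337_s_at, fell by 0.64 (limma adjusted p = 0.0330 in a fit of all probe sets), and a dim probe set at 3.29 to 3.52 gave -0.05 (adjusted p = 0.787). In the array labelled Sxl and Msl2 RNAi replicate 2, Sxl lay above its GFP control on the probe set used (7.37 against 6.99) and below it on 1634337_s_at (6.41 against 6.91), so the gene's own signal does not settle that label, and msl-2 at 4.13 was below its control. A probe set that reads part of the double-stranded RNA itself would hide a fall in transcript, and whether any of these does was not tested.

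**Figure D1:**
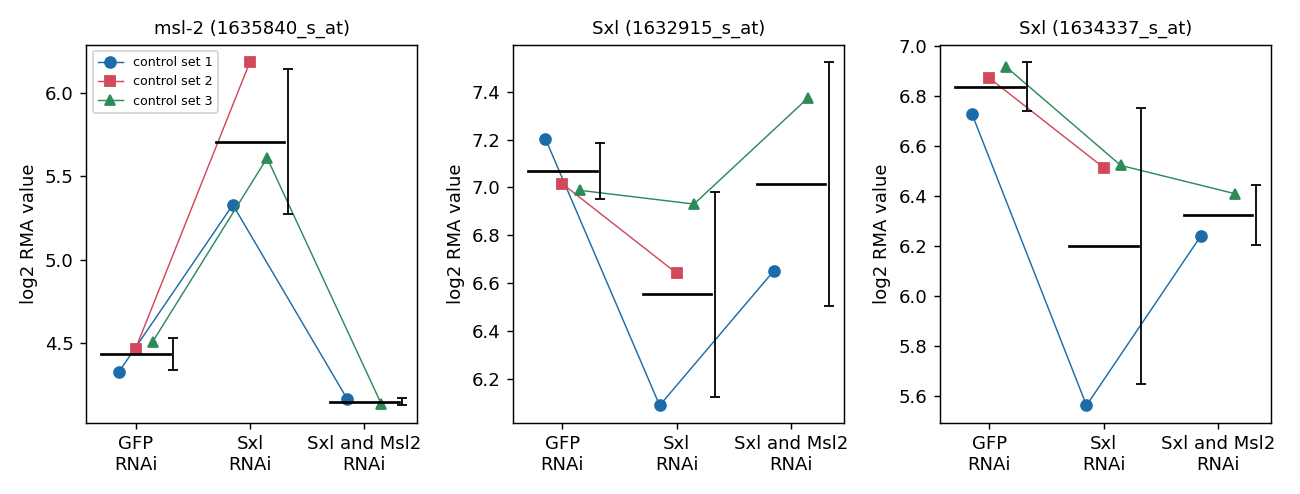
Log2 RMA value (vertical axis) of msl-2 and of 2 Sxl probe sets on each of the 8 arrays, by treatment. Points are arrays, thin lines join arrays of a control set, thick bars are group means and error bars are 1 SD (n = 3, 3 and 2); msl-2 sits between 5.33 and 6.19 in Sxl RNAi and between 4.13 and 4.51 in all other arrays.

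After Sxl RNAi, the genes with the largest rises included Gnmt, an enzyme that uses up S-adenosylmethionine, Idgf1, a secreted chitinase-like protein, and E(spl)m3-HLH, a repressor that Notch signalling turns on. Gnmt rose 3.24-fold from 9.20 ± 0.66 to 10.90 ± 0.29 (log2 means ± SD, n = 3 each, limma adjusted p = 8.58e-04), Idgf1 rose 2.93-fold from 6.82 ± 0.81 to 8.37 ± 0.70 (limma adjusted p = 6.57e-05), and E(spl)m3-HLH rose 2.92-fold from 4.35 ± 0.66 to 5.90 ± 1.79 (limma adjusted p = 0.0139). The E(spl)m3-HLH call was lost without GFP replicate 1 or 3 or Sxl RNAi replicate 2 or 3 (log2 1.26 to 1.30, limma adjusted p = 0.0690 to 0.0848, within a range of 1.86e-05 to 0.692 over all alternatives), and the value was 2.22 without either array of control set 2. The X-linked genes among the 10 largest rises were CG2444 (log2 1.51 ± 0.08 SE) and moody (log2 1.28 ± 0.20 SE), a receptor of the blood-brain barrier glia. The others were Pxn, an extracellular matrix peroxidase (log2 1.39), the detoxifying cytochrome P450 genes Cyp12d1-d (log2 1.36) and Cyp6a8 (log2 1.33), the tetraspanin TM4SF (log2 1.34) and the transcription factor bab2 (log2 1.28). The largest fall was that of ATPsynC, a subunit of mitochondrial ATP synthase, which fell by 1.77 on the log2 scale (± 0.17 SE, limma adjusted p = 4.73e-04). The Sxl paralogue ssx fell by 1.36 (± 0.11 SE, limma adjusted p = 2.77e-04), tra, whose female splicing SXL directs, fell by 1.09 (± 0.07 SE, limma adjusted p = 1.58e-04), and Pof, which encodes a protein that coats chromosome 4, fell by 1.05 (± 0.16 SE, limma adjusted p = 0.00395). CG6912 (-1.50), CG10126 (-1.37), the matrix gene Ppn (-1.33), the X-linked gene CG4119 (-1.29), CG33775 (-1.18) and the trehalose transporter gene Tret1-1 (-1.04) completed the 10 largest falls. The lower side of some of these changes lay under the expression limit and was not shown to be above background, so that the change is a lower bound, and its rank open, if it is background: GFP for E(spl)m3-HLH (4.35) and CG2444 (4.78), and Sxl RNAi for CG10126 (5.21) and CG33775 (5.12). Of these 20 genes Cyp6a8 also lost its call without Sxl RNAi replicate 2 or 3 (log2 1.03 to 1.25), bab2 without Sxl RNAi replicate 2 (1.12), and Ppn without GFP replicate 1 or 3 (-1.32 to -0.98), Ppn being at -0.85 without Sxl RNAi replicate 2. In all, limma called 1237 of 11983 genes at adjusted p under 0.05, 716 higher and 521 lower, and each call had the same direction in all 3 pairs. Of these, 35 rose and 14 fell by at least 1 on the log2 scale. With each array centred on its autosomal genes, 912 were called higher and 330 lower, so that 73.4% of calls were higher in place of 57.9%. Without control set 2, whose arrays stood apart from all others, 1033 genes were called and 850 of the calls were shared, an alternative chosen after seeing the data. Without the control set as a block, 30 genes were called, all of them among the 1237, and the count was 529 without GFP replicate 1, 752 without GFP replicate 3, 514 without Sxl RNAi replicate 2 and 558 without Sxl RNAi replicate 3.

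Of the 8 measured members of the MSL complex list, 3 rose and none fell. These were msl-2, mof, the X-linked gene of the histone H4 acetyltransferase (log2 1.16 ± 0.07 SE, limma adjusted p = 6.57e-05), and mle, the gene of the RNA helicase (log2 0.44 ± 0.09 SE, limma adjusted p = 0.0140), whose call was lost without GFP replicate 1 or either array of control set 2 (0.32 to 0.44). The values of the members that did not pass were -0.05 for msl-1, 0.15 for msl-3, -0.08 for Clamp, 0.18 for JIL-1 and -0.22 for Unr. Clamp, JIL-1 and Unr are in the list but not among the core proteins of the complex that the study names. Another msl-3 probe set, 1630477_at, rose by 0.83 (limma adjusted p = 0.00712 in a fit of all probe sets). The list passed camera, a test of a gene set against all other genes, at a preset correlation of 0.01 between genes (adjusted p = 0.0186), with adjusted p = 0.396 with an estimated correlation and adjusted p = 0.126 without control set 2. Cell cycle and DNA replication genes formed the list with the smallest p: 11 of 27 rose and 2 fell, and 14 rose and 2 fell adjusted over the list alone (camera adjusted p = 1.72e-05, and adjusted p = 0.389 with an estimated correlation). Its largest changes were those of the replication genes Cdc45 (log2 0.92), Mcm6 (0.77) and Orc1 (0.73), and of the X-linked repressor of E2F targets Rbf, which fell by 0.80. Rbf was not the only X-linked member. The list's 5 X-linked members had a median of 0.69 and its 22 autosomal members 0.23, so the rise of X genes given below enters this result. Of 14 heat shock and chaperone genes 4 fell, among them Hsp27 (-0.75), stv (-0.70), Hsp26 (-0.69) and Hsc70-4 (-0.30) (camera adjusted p = 0.0186, and adjusted p = 0.389 with an estimated correlation and 0.0628 without the control set as a block). Of 7 fat body markers 2 fell, and 3 fell adjusted over the list alone (camera adjusted p = 0.0186, and adjusted p = 0.389 with an estimated correlation). The 2 were Desat1 (-0.53) and FASN1 (-0.45), lipid synthesis genes of many cell types.

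The other 15 lists had camera adjusted p-values from 0.0876 to 0.718. In the Notch list 4 of 17 genes rose, all in the Enhancer of split cluster, with E(spl)mbeta-HLH at log2 1.18, E(spl)m2-BFM at 0.47 and E(spl)m7-HLH at 0.35 beside E(spl)m3-HLH, and adjusted over the list alone 6 rose and 1 fell. All 4 lost their calls without GFP replicate 3, Sxl RNAi replicate 2 or Sxl RNAi replicate 3, and all but E(spl)m7-HLH without GFP replicate 1, with log2 values of 0.86 to 1.12 for E(spl)mbeta-HLH, 0.36 to 0.45 for E(spl)m2-BFM and 0.26 to 0.38 for E(spl)m7-HLH. In the sex determination list tra alone of 19 genes passed. In the ecdysone list 2 of 22 rose and 1 fell (3 and 1 adjusted over the list alone): the sulphur amino acid enzymes Cth (0.76) and MsrA (0.76), and the insulin-binding ImpL2 (-0.53). Of 10 RNA interference genes 3 fell, Dcr-2 (-0.65), AGO3 (-0.50) and loqs (-0.41), and 1 rose and 3 fell adjusted over the list alone. Of 24 antimicrobial and immune genes pirk (0.56) and PGRP-LE (0.33) rose. Of 41 cytosolic ribosomal protein genes 3 rose, RpL22-like (0.38), RpS28a (0.27) and RpL17 (0.24), and none passed adjusted over the list alone. Of 19 apoptosis and DNA damage genes egr, the fly tumour necrosis factor, rose (1.24) and Dronc fell by 0.30, and the list's median was -0.06 and its mean 0.01, with a camera direction of lower. Of 74 oxidative phosphorylation genes 8 rose, all of them X-linked, with ND-B18 at 0.52 and ND-B14.5A at 0.51, and ATPsynC and COX7AL (-0.46) fell. Of 10 glycolysis genes Hex-A rose (0.48) and Tpi (-0.49), Pgi (-0.46) and Eno (-0.28) fell, while adjusted over the list alone 1 rose and 4 fell. Among 18 plasmatocyte markers Pxn rose, and Ppn, He (-1.02) and Glt (-0.75) fell, with 1 rising and 4 falling adjusted over the list alone. Of 11 crystal cell and lamellocyte markers cher rose (0.36) and Itgbn fell by 0.62, and of 11 neuron markers the X-linked elav (0.66) and fne (0.26) rose. None of 11 muscle markers passed, with Prm at -0.07 and sls at -0.07. Of 19 germ line and testis markers twe rose (0.30), and of 5 general reference genes Rpn1 (-0.28) and betaTub56D (-0.27) fell. Adjusted over the list alone, the lists given with 1 count had the same numbers. Of the 64 genes named past the threshold in this comparison, msl-2 aside, 29 lost the call without at least 1 array, each of them without 1 or more of GFP replicates 1 and 3 and Sxl RNAi replicates 2 and 3. Beside those given above, they were Hsp27, stv, Hsp26, Hsc70-4, pirk, PGRP-LE, the ribosomal protein genes, Dronc, Eno, He, Glt, Itgbn, cher, fne, Desat1, FASN1, twe, Rpn1 and betaTub56D.

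The X chromosome rose as a whole. Of 1873 X genes tested, 440 (23.5%) were called higher after Sxl RNAi and 24 (1.28%) lower, against 273 (2.73%) higher and 497 (4.96%) lower among 10016 autosomal genes (odds ratio 10.95 for higher calls, Fisher's exact p = 3.72e-186, and 0.249 for lower calls, exact p = 6.92e-16). Fisher's test treats genes as independent, here and in the other comparisons, which genes of the same arrays are not, so its p-values overstate the evidence. The ratio for lower calls reversed without the control set as a block. Among expressed genes, those with a mean above the median of all genes, the median log2 change was 0.23 over 1047 X genes and -0.05 over 4927 autosomal genes. The X minus autosome shift was 0.28, or 1.22-fold (0.29 ± 0.04 SD over n = 3 pairs, each between 0.25 and 0.34), and 89.97% of the X genes lay above the autosomal median. X genes stood apart from autosomal genes by camera (limma p = 3.93e-40), also with an estimated correlation of 0.0560 (limma p = 0.00971). Per array, the X minus autosome level was -0.15 ± 0.11 in GFP (SD, n = 3) and 0.15 ± 0.09 in Sxl RNAi (SD, n = 3), and the exact permutation test of these values, which takes no account of the control sets, gave p = 0.1, two-sided, which is the smallest it can give with 3 arrays against 3 or 3 against 2. Both arrays of control set 2 lay low within their groups, GFP replicate 2 at -0.27 against -0.08 and -0.09, and Sxl RNAi replicate 1 at 0.05 against 0.21 and 0.18. Without that set the shift was 0.26, and over all genes, dim ones included, it was 0.11. No autosomal arm shifted past the threshold, as arms 2L, 2R, 3L and 3R lay between -0.01 and 0.01 of the other autosomes, and chromosome 4, with 29 expressed genes, at -0.03. The shift lay in the genes with signal. In 4 equal bins of mean level from the lowest to the highest it was -0.00, 0.01, 0.27 and 0.29, and in the upper 2 bins 38.3% and 43.4% of X genes were called higher, against 5.94% and 4.04% of autosomal genes.

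**Figure D2:**
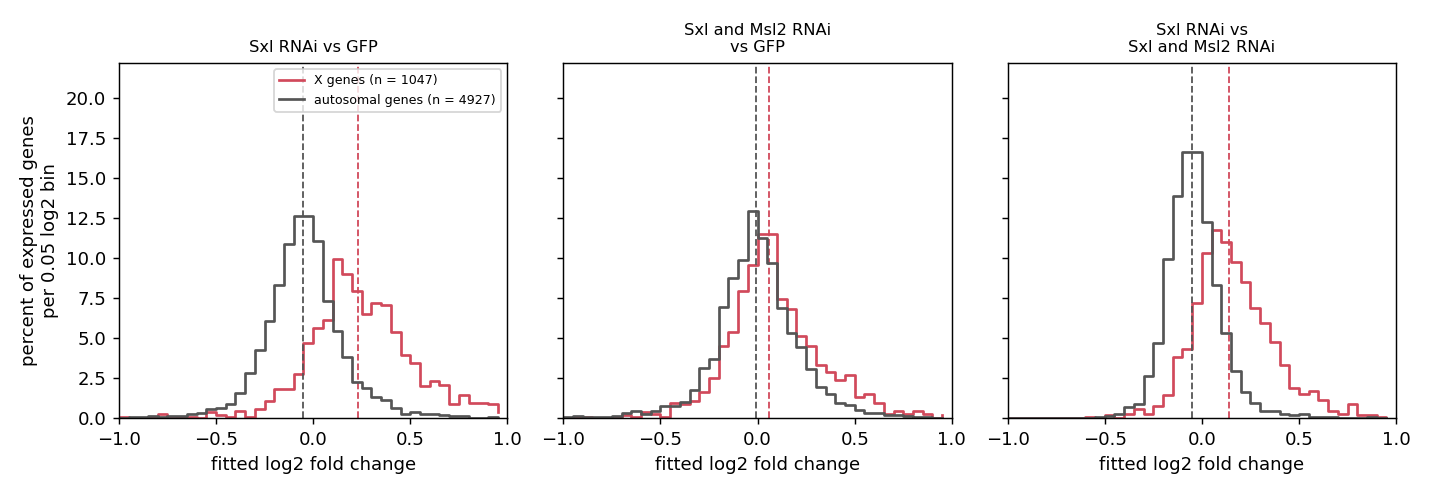
Distribution of fitted log2 fold changes (horizontal axis) of expressed genes in each comparison, as the percent of genes per 0.05 log2 bin (vertical axis), with changes beyond 1 either way left out of view. Red lines are 1047 X genes, grey lines 4927 autosomal genes, and dashed lines their medians; the X median lies 0.28, 0.07 and 0.19 above the autosomal median.

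**Figure D3:**
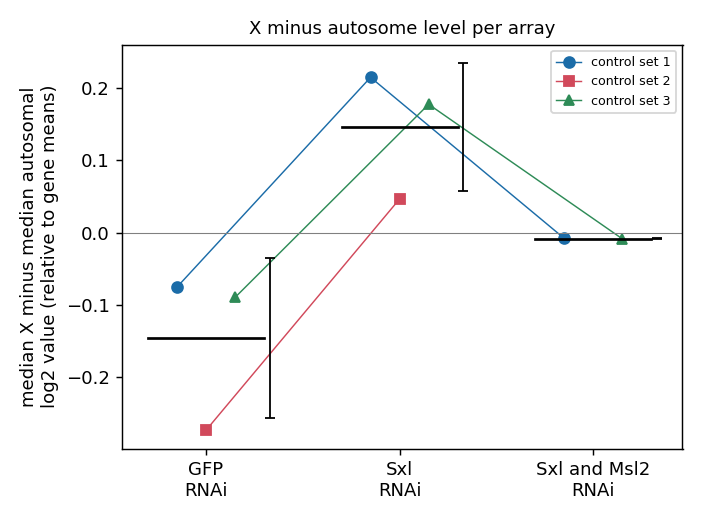
Median log2 value of expressed X genes minus that of autosomal genes on each array, each gene taken relative to its mean over all 8 arrays (vertical axis), by treatment. Points are arrays, thin lines join arrays of a control set, thick bars are group means and error bars 1 SD (n = 3, 3 and 2); Sxl RNAi lies above GFP in each set, and the double knockdown arrays both lie at -0.01.

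In the double knockdown, the largest rises were those of Cyp6a8 (log2 1.76 ± 0.30 SE against GFP), Gnmt (1.70 ± 0.22 SE), CG30046 (1.61 ± 0.16 SE), the mitochondrial ribosomal protein gene mRpL27 (1.60 ± 0.24 SE) and bab2 (1.58 ± 0.27 SE). These values were fitted with the control sets as a block, and set 2 has no double knockdown array. The means of GFP (n = 3) and the double knockdown (n = 2) lay closer for Cyp6a8 (7.72 ± 1.92 and 8.77 ± 0.86, SD) and bab2 (6.29 ± 1.73 and 7.22 ± 0.54, SD). They lay farther apart for CG30046 (6.21 ± 0.06 and 7.91 ± 0.33, SD), so the order of these genes depends on the block. The largest falls were those of the X-linked gene CG16903, which fell by 1.88 from 9.17 ± 0.06 (SD, n = 3) to 7.30 ± 0.14 (SD, n = 2, limma adjusted p = 1.51e-05), the basement membrane genes Ppn (-1.63) and Glt (-1.40), the centriole gene Cep97 (-1.40, to 4.47, under the expression limit) and CG6912 (-1.29). As after Sxl RNAi, tra fell by 0.98 (± 0.09 SE, limma adjusted p = 0.00116) and ssx by 1.18 (± 0.12 SE, limma adjusted p = 0.00194), while Pof gave -0.41 (adjusted p = 0.325). Sxl on the probe set used gave -0.05 ± 0.20 SE (limma adjusted p = 0.941), with opposite signs in its 2 pairs, and the array labelled Sxl and Msl2 RNAi replicate 2, where it lay above its control, is 1 of the 2 in the group. Its value was -0.34 without GFP replicate 3 and 0.32 without GFP replicate 1. The probe set 1634337_s_at gave -0.43 (limma adjusted p = 0.282 in a fit of all probe sets), lower than the control in both pairs. In all, limma called 454 genes, 262 higher and 192 lower, each with the same direction in both pairs. Of these calls, 426 were among the 615 made without control set 2. Of the 34 genes named past the threshold by rule, 30 lost the call without at least 1 array, all but CG30046, CG16903, tra and Rpn1. Each of the 30 did so without Sxl and Msl2 RNAi replicate 1 (Cep97 at -0.96), and each but Gnmt, Cep97, mof and Hsp26 without replicate 2. Without the block 1 gene was called. The count was 93 without GFP replicate 1, 172 without GFP replicate 3, 20 without Sxl and Msl2 RNAi replicate 1 and 57 without the array labelled Sxl and Msl2 RNAi replicate 2.

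Among the 8 measured members of the MSL complex list only mof passed in the double knockdown (log2 0.75 ± 0.08 SE, limma adjusted p = 0.00194). The value of mle was -0.22 (limma adjusted p = 0.331), and the msl-3 probe set 1630477_at rose by 0.79 (limma adjusted p = 0.0367). Cell cycle and DNA replication genes rose in 10 of 27 cases and fell in 1, and 17 rose and 1 fell adjusted over the list alone (camera adjusted p = 5.53e-09, and adjusted p = 0.379 with an estimated correlation). Orc1 (0.64, and 0.40 without GFP replicate 1), Mcm6 (0.62) and Mcm3 (0.59) rose and Rbf fell by 0.65. The list's 5 X-linked members had a median of 0.56 and its 22 autosomal members 0.33. Of 14 heat shock and chaperone genes Hsp26 (-0.91) and Hsp27 (-0.85) fell (camera adjusted p = 0.0150, and adjusted p = 0.379 with an estimated correlation). In the ecdysone list Cth (0.77), MsrA (0.73) and the transcription factor gene br (0.61) rose and ImpL2 fell by 0.64, out of 22 (camera adjusted p = 0.0150, and adjusted p = 0.379 with an estimated correlation). The other 16 lists had camera adjusted p-values from 0.0509 to 0.894. Of 19 sex determination genes tra alone passed, and of 17 Notch genes none did (2 rose adjusted over the list alone), with Psn at -0.19 and kuz at -0.09. AGO3 (-0.57), Dcr-2 (-0.51) and loqs (-0.39) fell among 10 RNA interference genes, with 1 rising and 3 falling adjusted over the list alone. Of 10 glycolysis genes Hex-A rose (0.37) and Tpi (-0.43) and Pgi (-0.35) fell, with 2 rising and 4 falling adjusted over the list alone. Of 18 plasmatocyte markers Pxn rose (1.37) and Ppn and Glt fell, the list's median being 0.00 and its mean -0.15, with a camera direction of lower. Of 74 oxidative phosphorylation genes ATPsyndelta rose (0.41) and ATPsynC fell by 0.92. Itgbn fell by 0.95 among 11 crystal cell and lamellocyte markers (1 rose and 1 fell adjusted over the list alone), Desat1 fell by 0.61 among 7 fat body markers, and Rpn1, a subunit of the proteasome's regulatory particle, fell by 1.18 among 5 general reference genes. No member passed among 24 immune genes (Tep4 at -0.08, cact at 0.05), 41 cytosolic ribosomal protein genes (RpS26 at 0.01, RpL41 at 0.03), 19 apoptosis and DNA damage genes (mre11 at -0.03, rad50 at 0.02, and 2 rose adjusted over the list alone), or 19 germ line and testis markers (tud at -0.11, bgcn at -0.07). Nor did any among 11 neuron markers (elav at 0.44, brp at -0.13, 1 rose adjusted over the list alone, median -0.04, mean 0.01, camera direction lower) or 11 muscle markers (Prm at -0.32, sls at 0.01, median 0.01, mean -0.02, camera direction lower). Where no other number is given, the counts adjusted over the list alone were the same.

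X genes were still more often higher than autosomal genes in the double knockdown, with 104 (5.55%) against 158 (1.58%) called higher (odds ratio 3.67, Fisher's exact p = 3.10e-21) and 23 (1.23%) against 168 (1.68%) called lower (odds ratio 0.729, exact p = 0.192). The X minus autosome shift was 0.07, or 1.05-fold, with 0.06 and 0.08 in the 2 pairs. It was 0.13 without the block, 0.15 with the title number as the block and 0.03 over all genes. It passed camera at the preset correlation (limma p = 9.11e-05), and gave limma p = 0.182 with an estimated correlation, which ends the call. The exact permutation test of the per-array values, at -0.01 in both double knockdown arrays, gave p = 0.3, two-sided, without regard to the control sets. Arms 2L, 2R, 3L and 3R lay between -0.01 and 0.01, and chromosome 4 at -0.06, none past the threshold. In bins of mean level from the lowest to the highest the shift was -0.00, 0.01, 0.06 and 0.07, and in the upper 2 bins 9.68% and 9.43% of X genes were called higher against 3.47% and 2.65% of autosomal genes.

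**Figure D4:**
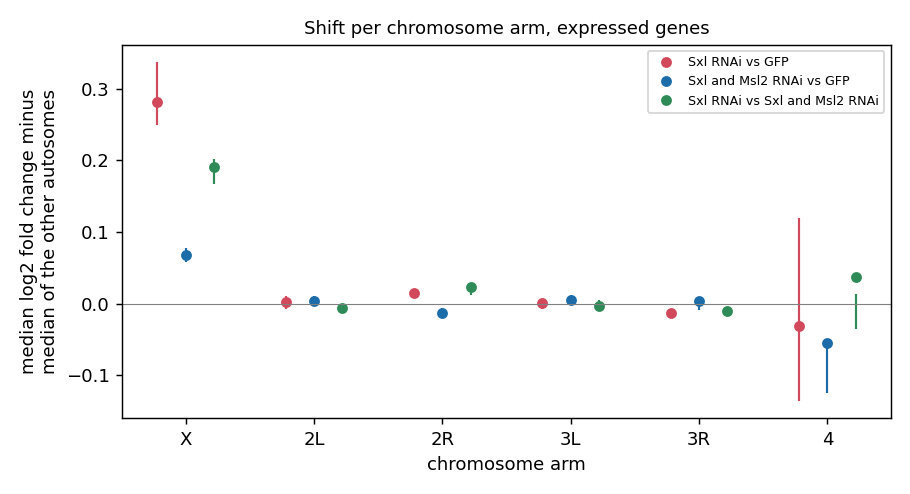
Median log2 fold change of expressed genes on each chromosome arm minus the median of the other autosomes (vertical axis; X is set against all autosomes) in the 3 comparisons. Points are fitted values and vertical lines span the matched pairs; X lies at 0.28, 0.07 and 0.19, and arms 2L, 2R, 3L and 3R within -0.01 and 0.02.

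The effect of adding double-stranded RNA against msl-2 to that against Sxl was examined by setting Sxl RNAi against the double knockdown. The comparison isolates msl-2 only if Sxl was depleted equally in both groups, which was not shown. Against GFP, Sxl gave -0.51 in Sxl RNAi and -0.05 in the double knockdown on the probe set used, and -0.64 and -0.43 on 1634337_s_at. The falls of tra (-1.09 and -0.98) and ssx (-1.36 and -1.18) were closer. Between the 2 groups they differed by -0.12 and -0.17 (limma adjusted p = 0.710 and 0.696 in a fit of all probe sets). Whether these 2 transcripts follow the amount of SXL was not tested. CG16903 was 4.06-fold higher in Sxl RNAi, at 9.32 ± 0.07 (SD, n = 3) against 7.30 ± 0.14 (SD, n = 2, limma adjusted p = 7.52e-06). CG14990 (log2 1.46 ± 0.17 SE), msl-2 itself, Cep97 (1.25 ± 0.19 SE) and the X-linked CG2444 (1.23 ± 0.10 SE) followed, each past the threshold in limma. CG2444 lay at 4.78 ± 0.09 in GFP (SD, n = 3), 6.29 ± 0.20 in Sxl RNAi (SD, n = 3) and 4.99 ± 0.03 in the double knockdown (SD, n = 2), and the double knockdown and GFP did not differ past the threshold there (log2 0.29, limma adjusted p = 0.166). The double knockdown levels of msl-2, Cep97 (4.47) and CG2444 were under the expression limit, so these differences too are lower bounds if that signal is background. For Cep97 the fitted 1.25 exceeds the distance between the group means, 5.63 in Sxl RNAi and 4.47, because the fit takes the control sets as a block. The genes called lower in Sxl RNAi were CG1648 (-0.67), CG6495 (-0.61), l(3)neo38 (-0.55) and CG10257 (-0.49), the last under the limit in both groups (4.20 and 4.85). In the fit of all probe sets l(3)neo38 and CG10257 missed the threshold (limma adjusted p = 0.0548 each). Other l(3)neo38 probe sets gave -0.20 (1633807_at), -0.13 (1630554_at) and 0.06 (1638533_at), none past it. In all, limma called 93 genes, 89 higher and 4 lower, each with the same direction in both pairs. With only the arrays compared 189 were called higher and 43 lower, and with trended, robust variances 199 and 28. Of the 11 genes named past the threshold besides msl-2, 9 lost the call without at least 1 array, all but CG16903 and CG2444. Each of the 9 did so without Sxl and Msl2 RNAi replicate 1, where Cep97 was at 0.81, and each but Cep97 without replicate 2. Without control set 2 there were 88 calls, 67 of them shared. Without the block 1 gene was called, and the count was 7 without Sxl and Msl2 RNAi replicate 1, 6 without the array labelled Sxl and Msl2 RNAi replicate 2, 20 without Sxl RNAi replicate 2 and 11 without Sxl RNAi replicate 3. The msl-2 difference was short of the threshold without either double knockdown array (log2 1.57 and 1.30, limma adjusted p = 0.0945 and 0.120, within a range of 1.35e-04 to 0.649 over all alternatives).

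Of the 8 measured members of the MSL complex list, msl-2 and mle (log2 0.67 ± 0.11 SE, limma adjusted p = 0.0242) were higher in Sxl RNAi, and 3 were adjusted over the list alone. The value of mof was 0.41 (limma adjusted p = 0.0546) and that of Sxl -0.47 (limma adjusted p = 0.442). Leaving out 1 array, Sxl lay between -0.67 and -0.24, the latter without Sxl RNAi replicate 2, and its probe set 1634337_s_at gave -0.21. No list passed camera, with adjusted p-values from 0.107 to 0.925. The only other members past the threshold were the X-linked respiratory chain gene ND-75 (0.44) among 74 oxidative phosphorylation genes and Rpn1 (0.90) among 5 general reference genes, a list with a median of -0.04, a mean of 0.14 and a camera direction of higher. None of the 27 cell cycle genes passed (PCNA at 0.03, RnrL at -0.14), nor any of 14 heat shock genes (Hsc70-4 at -0.04, Hsp60A at 0.08), 10 glycolysis genes (Eno at 0.01, Tpi at -0.06), 10 RNA interference genes (vig at -0.05, Dcr-2 at -0.13) or 19 sex determination genes (da at 0.07, tra2 at -0.01). None passed of 17 Notch genes (Psn at -0.03, kuz at 0.07), 22 ecdysone genes (ImpL2 at 0.11, Cth at -0.01, and 1 fell adjusted over the list alone), 24 immune genes (Tep4 at 0.15, cact at 0.03), 41 cytosolic ribosomal protein genes (RpS26 at -0.03, RpL41 at -0.03) or 19 apoptosis and DNA damage genes (mre11 at -0.11, rad50 at -0.15). The same held for the marker lists of plasmatocytes (18 genes, SPARC at 0.19, Nplp2 at -0.45, median -0.01, mean 0.03, camera direction higher), crystal cells and lamellocytes (11 genes, msn at -0.09, cher at 0.01), neurons (11 genes, elav at 0.22, brp at -0.04, and 1 rose adjusted over the list alone), muscle (11 genes, Prm at 0.25, sls at -0.08), fat body (7 genes, FASN1 at -0.17, Desat1 at 0.09), and germ line and testis (19 genes, tud at -0.10, bgcn at -0.20). At an unadjusted p under 0.05, limma called 1277 genes in this comparison.

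Of the 89 genes higher in Sxl RNAi than in the double knockdown, 67 were on the X (3.58% of X genes) and 21 on autosomes (0.210% of autosomal genes; odds ratio 17.7, Fisher's exact p = 1.98e-36), while no X gene and 4 autosomal genes were lower. The X minus autosome shift was 0.19, or 1.14-fold (0.20 and 0.17 in the 2 pairs, 0.12 with the title number as the block and 0.09 over all genes), with 88.25% of X genes above the autosomal median. It passed camera at the preset correlation (limma p = 1.89e-39) and with an estimated correlation (limma p = 0.00996). The exact permutation test of the per-array values, which ignores the pairs and includes the Sxl RNAi array of control set 2, a set without a double knockdown array, gave p = 0.2, two-sided. No autosomal arm passed, arm 2R being farthest from 0 of the large arms at 0.02 and chromosome 4 lying at 0.04. The shift in bins of mean level was 0.01, 0.01, 0.17 and 0.20.

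Changes in the Sxl RNAi and double knockdown comparisons with GFP ran together, though both use the GFP arrays. Of the autosomal genes with the largest changes after Sxl RNAi, Gnmt gave 1.70 in both and bab2 1.28 and 1.58, and Idgf1 1.55 and 1.13, while ATPsynC gave -1.77 and -0.92, CG6912 -1.50 and -1.29, and Pof -1.05 and -0.41, the last not past the threshold in the double knockdown (limma adjusted p = 0.325). Across expressed genes, which are not independent replicates, the fold changes correlated at r = 0.757, against a mean of 0.426 and a highest value of 0.485 in 100 simulations of unchanged groups against shared controls, and the covariance was 0.0505 against a simulated 0.00477. The sign was shared by 75.1% of genes, against a simulated 64.0%. Calls overlapped in 206 higher and 138 lower genes, where independent lists would share 15.7 and 8.35, and 1 gene was higher in the first and lower in the second. The 3 GFP arrays cannot be split into parts of at least 2, so part of the excess may come from the shared controls. Of the 440 X genes higher after Sxl RNAi, 60 were also called higher than in the double knockdown, 99 were also called higher in the double knockdown than in GFP, and 88.9% had a lower value in the double knockdown than in Sxl RNAi. Of the 273 autosomal genes higher after Sxl RNAi, 9 and 107 were so called, and 63.0% had a lower value in the double knockdown. Both sets of genes were chosen as high in the Sxl RNAi arrays that are then compared, which by itself raises these shares. Without that choice, 81.09% of expressed X genes and 33.43% of expressed autosomal genes had a lower fitted value in the double knockdown than in Sxl RNAi.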

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

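The tests in this part were all chosen only after the gene comparisons were seen, and no explanation of these signals was tested. The gene comparisons left out probe sets that carry no gene symbol, and the pair of these with the largest called rises after Sxl RNAi lay above the GFP control in all 3 control sets, though not above every GFP array of other sets. The probe set 1626414_at rose by 1.22 on the log2 scale (8.88 ± 1.18 in GFP, 10.1 ± 0.49 in Sxl RNAi, SD, n = 3 each, limma adjusted p = 0.00678 over all probe sets), and by 1.24 in the double knockdown (9.68 ± 0.50, SD, n = 2, limma adjusted p = 0.0258). The 1.24 was fitted with the control sets as a block, whereas the GFP mean includes set 2, which has no double knockdown array. The probe set 1638956_at rose by 1.03 (4.54 ± 0.23 in GFP, 5.57 ± 0.78 in Sxl RNAi, SD, n = 3 each, limma adjusted p = 0.0173), from a GFP level not shown to be above background, and its difference in the double knockdown was 0.90 (limma adjusted p = 0.0944). The largest falls among called probe sets without a symbol were those of 1638408_at (-1.39, limma adjusted p = 0.00271) and 1635227_at (-0.88, limma adjusted p = 5.89e-04). Of the 4720 probe sets without a symbol, limma called 79 higher and 49 lower after Sxl RNAi, 27 higher and 34 lower in the double knockdown, and 19 higher and 2 lower in Sxl RNAi against the double knockdown. Of the 402 with several symbols the counts were 8 and 17, 4 and 8, and 4 and 0.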

How the results depend on the processing

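Leaving out control set 2, for gene lists also with an estimated correlation, was the only alternative chosen after the data were seen. The X minus autosome shift stayed above 0 in all alternatives, from 0.11 to 0.30 for Sxl RNAi against GFP, 0.03 to 0.15 for the double knockdown against GFP and 0.09 to 0.22 for Sxl RNAi against the double knockdown (0.26 to 0.30, 0.05 to 0.09 and 0.18 to 0.22 leaving out 1 array). The lowest values were those over all genes, and in the double knockdown the highest were 0.13 with no replicate block and 0.15 with a replicate block by title number, which gave 0.12 in the last comparison. By camera, the call of the shift was lost only in the double knockdown with an estimated correlation (0.0672, camera p = 0.182). The estimated correlation was used only with the main model, and the other alternatives for the shift kept the preset 0.01. The exact permutation tests of the per-array values, which cannot give less than 0.1 with these arrays, called none of the 3 shifts. Variance settings leave the camera test of the shift untouched and say nothing of it.

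Counts of genes, in the order of comparisons above, were 30, 1 and 1 with no replicate block, and 0, 1 and 1 with a replicate block by title number, a number that does not pair these arrays (for the 0, limma called 1079 at unadjusted p under 0.05). Of the 1237, 454 and 93 calls of the control set model, 1237, 447 and 92 had the same sign without the block. Counts were 278, 190 and 49 at 1.5-fold or more, 831 and 162 for the last pair at adjusted p under 0.1, 815 and 227 for the last pair with trended, robust variances, and for Sxl RNAi against the double knockdown 156 with arrays centred and 232 with only the arrays compared. Leaving out 1 array gave 514 to 1033, 20 to 615 and 6 to 88. GFP replicates 1 and 3, Sxl RNAi replicates 2 and 3 and both double knockdown arrays each moved 2 of the 3 counts by over 1.5-fold, and the lowest came without Sxl RNAi replicate 2, Sxl and Msl2 RNAi replicate 1 and the array labelled Sxl and Msl2 RNAi replicate 2. The odds ratio of X among lower calls after Sxl RNAi reversed to 3.57 with no block (Fisher's exact p = 0.179), and in the double knockdown passed against expressed genes (0.546, Fisher's exact p = 0.0139). With no block the ratios that rest on 1 call had no finite value.

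The rise of msl-2 after Sxl RNAi had adjusted p from 1.32e-05 to 0.153 over its alternatives, and was 1.28 with no block (adjusted p = 0.0644) and by title number (0.153), and 1.06 to 1.42 leaving out 1 array. Against the double knockdown it was 1.56 with no block (adjusted p = 0.281), 1.57 by title number (0.649), within 1.35e-04 to 0.649, and 1.30 to 1.61 leaving out 1 array, short of the threshold without Sxl and Msl2 RNAi replicate 1 (1.57) or the array labelled Sxl and Msl2 RNAi replicate 2 (1.30). Sxl passed as the mean of its probe sets (-0.40, adjusted p = 0.0461, within 0.0198 to 0.785) and without GFP replicate 3 (-0.75), and ranged from -0.75 to -0.22 leaving out 1 array. For the difference of msl-2 in the double knockdown the range was -0.29 to -0.02. For AGO3 the title number block reversed the double knockdown value to 0.17.

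Gene lists moved across the threshold as follows (camera adjusted p). With an estimated correlation the calls after Sxl RNAi ended for the MSL complex (0.396), heat shock, cell cycle and fat body (0.389 each), and those in the double knockdown for ecdysone, heat shock and cell cycle (0.379 each). With no replicate block heat shock missed it (0.0628), while after Sxl RNAi sex determination (0.0376), oxidative phosphorylation (0.0354) and glycolysis (0.0148) passed, in the double knockdown glycolysis (0.0272), fat body (0.0272) and reference genes (0.0258), and in Sxl RNAi against the double knockdown the MSL complex (0.00181) and apoptosis (0.0365). None of these 8 passed with an estimated correlation in the same model (0.193 to 0.536). Without control set 2 the MSL complex missed it (0.126), sex determination (0.0349), oxidative phosphorylation (0.0349), Notch (0.0484) and plasmatocytes (0.0154) passed after Sxl RNAi, and plasmatocytes and fat body (0.0347 each) in the double knockdown, none of these 6 with an estimated correlation (0.440 to 0.554). Of 162 results of named genes, 109 were past the threshold, of which 102 missed it with no block, 106 by title number, 19 with trended, robust variances, 7 with arrays centred, at most 2 with other choices of probe sets, 15 without control set 2, and 15 to 47 leaving out 1 array. Leaving out arrays lowers the residual degrees of freedom, and otherwise the cause was not tested. Signal over background was not measured here, and the X shift in the lower bins of mean level, between -0.00 and 0.01, has no settled cause.

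The 6 arrays of Sxl RNAi and GFP can be split in 10 ways, too few for a share under 0.05. The real split called 1015 genes in the 6-array model, and the highest of the others called 0 (limma, at most 575 at unadjusted p under 0.05, against 2538), so that 1 split called as many. Every other split leaves differences between Sxl RNAi and GFP in its residual spread, which by itself lowers its count. These counts therefore do not measure how many genes would be called without an effect. For the X shift 5 of the 10 splits were as large as the real 0.28, with a highest other value of 0.34. These others part only 1 control set, so that the blocked model reads a single pair, and among splits that part all 3 sets the highest other value was 0.12. Such a split reverses a pair, which by itself lowers the value.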

Other observations

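Tests chosen only after the result was seen were those of an array out of line, of the double-stranded RNA against msl-2, of drift between a pair of arrays, of dilution near the detection limit, and of a difference in part of X or in chromosome segments, and chromosome 4 and parts of arms were added afterwards to the tests of drift.

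In the double knockdown 17 genes were lower than in both other groups, 13 of them autosomal and 4 on X, where 2.66 of 17 would lie on X by its share of genes. Besides CG16903, Cep97 and Rpn1 they included Idgf6, a chitinase-like growth factor (log2 -1.11 against GFP), Septin2, a cytoskeletal GTPase (-1.09), the glutathione transferase gene GstE9 (-1.04) and Gfat1, which starts hexosamine synthesis (-0.94), of which Idgf6, Septin2, GstE9 and Gfat1 were chosen after their values were seen. Their median was -0.81 in the double knockdown and -0.05 after Sxl RNAi, where 13 of them were not called. An array out of line stays open, since both double knockdown arrays lay below the others of their sets in 100% of these genes but the way the genes were chosen fixed that share. The double-stranded RNA against msl-2 may also lower other transcripts, which stays open, since no sequence was searched. MSL2 gained after Sxl RNAi would, if it raised these genes, place them above GFP in Sxl RNAi. Their median there was -0.05, with values from -0.52 to 0.36. The genes were chosen as lower in the double knockdown than in GFP, which favours high GFP values and by itself lowers this median. No conclusion on gained MSL2 is therefore drawn from it. An effect of MSL2 already present in GFP cells was not tested.

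X genes had a fitted shift of 0.07 in the double knockdown, above 0 in both pairs. It did not pass with an estimated correlation (limma p = 0.182), so that a remaining shift is itself not established. The exact permutation test (p = 0.3) ignores the pairs and cannot give less than 0.1 with these arrays, so it does not bear on this. Drift of a chromosome arm between a pair of arrays stays open, since the largest shift of a large autosomal arm was 0.0199 against a lowest X shift of 0.0582, but chromosome 4, with 29 expressed genes, lay at -0.12 ± 0.06 (SE over genes) in control set 1 and -0.06 ± 0.07 in set 3. Incomplete depletion of MSL2 could leave part of the rise, and the genes' rise in one control set was set against what was left in the other. The correlation across X genes was -0.0817 one way and -0.00697 the other, neither above the highest autosomal arm, but by less than 2 standard errors of 0.0309. The rise itself repeated between sets at r = 0.676 across X genes, against 0.360 to 0.444 on the large autosomal arms. Changes of the double knockdown itself enter both sides with opposite sign, so this explanation stays open and cannot be told apart from others here.

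Both arrays of control set 2 had low X levels, by -0.19 in GFP and -0.14 in Sxl RNAi against the other arrays of their group, and the labels give no biological difference between sets. The tables argue against lower basal MSL activity (r = -0.0252 across X genes with the rise in Sxl RNAi over the double knockdown) and a trend with signal level (-0.196 and -0.186 in the upper bins). They also argue against a difference over the whole X, whose highest of 10 stretches was at -0.00193. However, the bound written for that test beforehand was not reached, and the verdict rests on the right part of X (-0.02 in GFP, 0.01 in Sxl RNAi). Drift of arms between cultures stays open, although the large autosomal arms taken whole differed by 0.0147 at most and so met the bound written beforehand, because chromosome 4 lay at -0.23 in GFP (0.02 in Sxl RNAi) and parts of 2L and 3L at -0.44 and 0.22 in GFP, which a whole-arm median hides. The gap between the 2 parts of X, -0.285 in Sxl RNAi, failed its own bound because arm 2L had a larger one (-0.47). Copy number differences of segments on X and autosomes are a candidate explanation, since the gap exceeded that of all random gene orders (permutation p = 0.001, the smallest that 1000 orders can give), as did those of 2L and of 3L (0.25) but not 2R and 3R, while the shift of X after Sxl RNAi lay between 0.23 and 0.36 in both parts of X in all 3 pairs.

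As a hypothesis, neighbouring X genes may respond alike to MSL2. The difference between Sxl RNAi and the double knockdown correlated at r = 0.268 between adjacent expressed X genes, against 0.0718 at the 99th percentile of 10000 random orders (permutation p = 1e-04, the smallest they can give) and 0.192 on the highest autosomal arm, and fell to -0.0236 for genes 20 apart. Genes are not independent replicates, and the autosomal values show that at least part of this is not specific to X. The difference also repeated between control sets at r = 0.676 on X, against 0.360 to 0.444 on the large autosomal arms. Better repetition by itself raises the correlation between neighbours, so an excess on X is not established. Dilution of the rise near the detection limit stays open: the most expressed of 5 bins of expressed X genes lay only 0.00965 above the second lowest, but the lowest bin was at 0.16 against 0.19 to 0.20 in the others, and genes under the expression limit at 0.01.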
